A study of Mus musculus with 10 samples. Its data were reported in "Lactate and histone H3K18 lactylation are associated with metabolic control of gene expression in the retina" (2026).

How the data were processed

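CUT&Tag profiles of 2 histone H3 modifications were analysed in explanted retinas of mice at postnatal day 28, cultured for 48 hours with 5 mM or 25 mM glucose. CUT&Tag uses an antibody to bring a protein A-Tn5 transposase to a modified histone, so that sequenced fragments mark where the modification lies. The marks were lactylation of lysine 18 (H3K18La), with 3 libraries per glucose level, and acetylation of lysine 27 (H3K27Ac), with 2 libraries per glucose level. According to the labels, 500000 cells entered each assay. Groups and replicate numbers were taken from the sample labels, and the labels place all 10 libraries in a single batch.

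The authors aligned paired-end reads to GRCm38 with the nf-core/cutandrun pipeline, called peaks with MACS, excluded blacklisted regions and annotated peaks with ChIPseeker. The authors counted reads with csaw over one set of peaks and deposited RPKM values, which are reads scaled to peak length and to a library's total. The set held 108253 peaks with a median width of 757 bp, covering 96.3 Mb or 3.64% of the genome. The authors also deposited, for H3K18La only, log2 fold changes with p-values from quasi-likelihood tests of 49978 of these peaks, for which their methods name edgeR. The peaks annotated as promoters lay between -1000 and 500 bp from a transcription start site. Of 32058 annotated transcripts shared with GENCODE M21, 99.7% had the same coordinates, so the GRCm38 sequence was used for GC content.

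The deposited RPKM values were whole multiples of the value of 1 read in each library (100% of values), so reads per peak and the denominator of each library were recovered. The denominators ranged from 1358008 to 7424470 reads. It is unknown whether the authors' window-based normalization factors are part of them, so they are given as the denominators of the RPKM values and not as sequencing depth. Shares of reads carry 95% Wilson intervals. A value of 0 reads allows up to 3 reads. Where each library of a group held at most 3 reads, fold changes were set against 3 reads in each. Such folds take the other group's mean without error, and they are not strict lower bounds where more than 0 reads were seen. Fragments were not counted with molecular identifiers, so intervals and floors cover counting error only.

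Peak tests used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on log2(RPKM + 0.5), with Benjamini-Hochberg adjustment over all peaks and a threshold of 0.05. This linear model replaced the count model of the study because the unit was RPKM. Each mark was fitted alone, and a glucose by mark interaction was fitted over all 10 libraries. A fold change on the log2(RPKM + 0.5) scale understates the change of weak peaks. Values of single libraries were compared by exact permutation of the glucose labels. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, using the promoter peak of each gene with the highest mean RPKM over the 10 libraries. The lists were 9 genes named by the study, 28 of glycolysis and lactate, 24 of phototransduction and 20 of glucose sensing. Markers of 7 retinal cell types served only to weigh cell composition. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 read the files.

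Named promoter peaks followed a rule set before the data were examined. It took, for each mark, the 3 largest rises and the 3 largest falls among promoter peaks past the threshold whose groups did not overlap, and in addition the 9 genes named by the study, Aldoa and Ldha whatever their values. A further promoter fixed by that rule is not reported here, for a reason unrelated to its values. The alternatives were pseudocounts of 0.1 and 1, a minimum mean RPKM of 1, other scalings, other moderation, voom on the recovered reads, a GC correction, a replicate block, autosomes alone, a threshold of 0.01, a 2-fold minimum and leaving out each library in turn. Scaling to the reads in peaks, thinning to equal depth (equal RPKM denominators) and averaging one pair of libraries were added after the data were seen.

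The peak test was tested on simulated data drawn from the real means and denominators, with 200 of 108253 peaks changed 4-fold or more. The changed peaks were drawn from those with a mean of at least 10 reads, and the spread between replicates was set to 1 fixed value. The sign of every changed peak was recovered, and the median error was 0.27 on the log2 scale for 3 libraries per group. The planned fit nevertheless called 0 of the 200 changed peaks for either mark. With peaks under a mean RPKM of 1 left out it called 102 of 200 for H3K18La and 144 of 200 for H3K27Ac, and voom called 169 and 151. Where few peaks change, a count of 0 in the planned fit therefore carries little information on whether single peaks changed. The simulation does not cover a change in many peaks.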

Results

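Explants kept in low or high glucose were compared for each histone mark, H3K18La with 3 libraries per glucose level and H3K27Ac with 2. The RPKM denominators were 1358008 to 5182766 reads in the H3K18La libraries at 5 mM, 1965653 to 4065972 at 25 mM, 4324289 and 6210631 in the H3K27Ac libraries at 5 mM, and 7193094 and 7424470 at 25 mM. Coverage of single peaks was low. The median peak held 1 to 4 reads in the H3K18La libraries at 5 mM and 3 to 5 reads at 25 mM, and between 9.52% and 39.5% of peaks held 0 reads in a library at 5 mM. Over peaks with at least 10 reads, each pair of replicates differed by more than counting noise. The H3K18La replicates 2 and 3 at 5 mM were the closest pair, with a chi-square per degree of freedom of 1.04 over peaks (chi-square test of counts, p = 1.22e-05), although their totals in 1-Mb bins differed by less than the sampling noise (p = 0.904). They were kept as separate samples.

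The first comparison asked whether total signal in peaks rose with glucose. For H3K18La, reads in peaks were 11.9% ± 0.0965 (SD, n = 3) of the denominator at 5 mM and 32.6% ± 2.08 (SD, n = 3) at 25 mM, a ratio of 2.74. The exact two-sided permutation p was 0.1, which is the smallest that 3 against 3 libraries allow. For H3K27Ac, the shares were 26.3% ± 7.35 (SD, n = 2) and 63.0% ± 9.19 (SD, n = 2), a ratio of 2.39. The exact permutation p was 0.333, the smallest that 2 against 2 allow. Groups did not overlap for either mark. The H3K27Ac libraries at 5 mM had shares of 21.1% (95% Wilson interval 21.09% to 21.16%) and 31.5% (95% Wilson interval 31.49% to 31.56%). For H3K18La at 5 mM the intervals were of a width similar to the spread between replicates, the lowest share being 11.81% (95% Wilson interval 11.76% to 11.87%) and the highest 12.01% (95% Wilson interval 11.96% to 12.05%). With Benjamini-Hochberg adjustment over the family of 6 exact tests, these p-values became 0.3 and 0.4. Leaving out the first H3K27Ac library at 5 mM lowered that mark's ratio to 2.00, and leaving out the second raised it to 2.98. Without the first or second library at 25 mM it was 2.15 or 2.64.

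**Figure D1:**
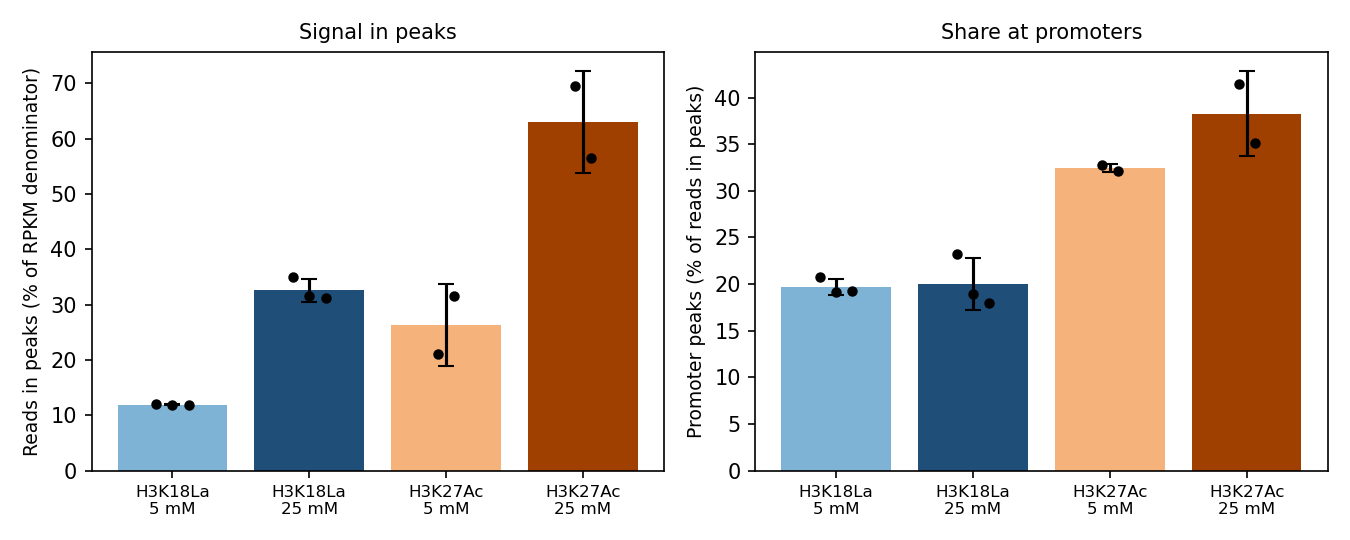
Reads in peaks as a percentage of the RPKM denominator (left) and reads in promoter peaks as a percentage of reads in peaks (right), by mark and glucose level. Bars are means, error bars SD and points single libraries; the H3K18La libraries lie near 11.9% at 5 mM and between 31.2% and 35.0% at 25 mM.

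The rise was not uniform over peaks. Peaks were ranked by their mean RPKM in the other mark, whose libraries are separate. In the lowest decile, pooled H3K18La reads at 25 mM were 1.06 times those at 5 mM in promoter peaks and 1.10 times in other peaks. In the highest decile the ratios were 3.44 and 3.99. For H3K27Ac the ratios of promoter peaks went from 2.07 to 3.22, and those of other peaks from 1.22 to 2.69.

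**Figure D2:**
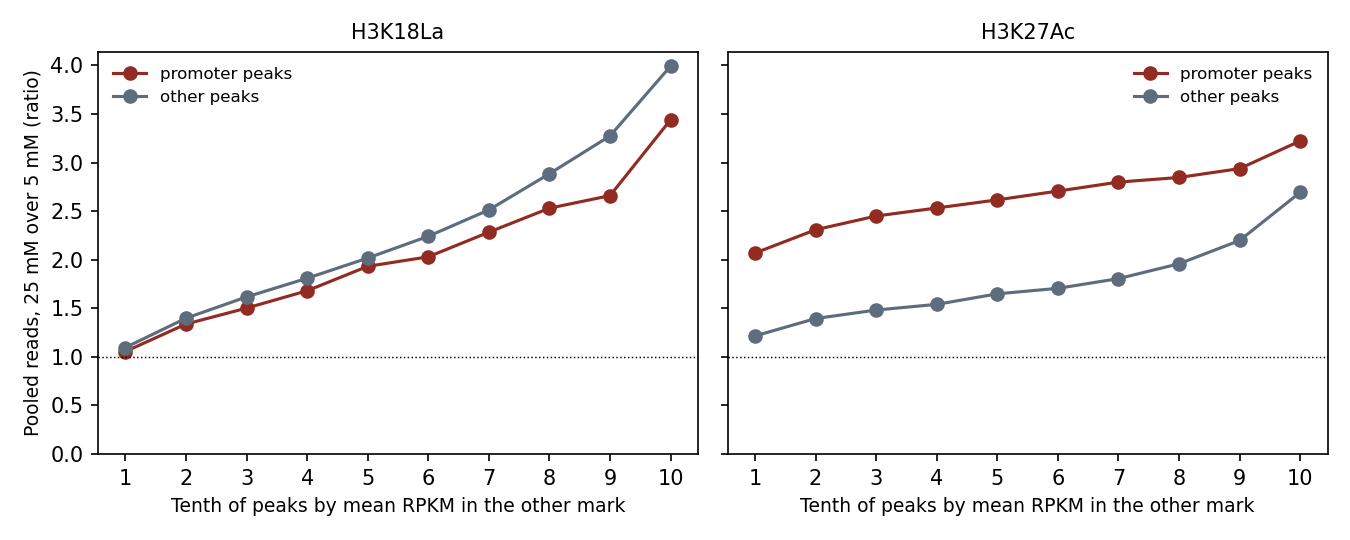
Ratio of pooled reads per denominator at 25 mM over 5 mM glucose (vertical axis) in deciles of peaks by mean RPKM in the other mark (horizontal axis), for promoter peaks and other peaks. The H3K18La ratio climbs from near 1 to 3.99 in other peaks, while H3K27Ac promoter peaks lie above other peaks in each decile.

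The next comparison asked which peaks changed with glucose. For H3K18La, 18390 of 108253 peaks passed an adjusted p of 0.05 in limma, of which 18230 were higher and 160 lower at 25 mM. The median log2 fold change over all peaks was 0.76. The count depended most on scaling. When each library was scaled to its own reads in peaks, 0 peaks passed, with 10462 at an unadjusted p under 0.05, and centring each library on its median left 4396. Centring on the median of the weakest decile of peaks gave 18841. Without replicate 1, 2 or 3 at 25 mM the count was 10739, 6322 or 8777, and without replicate 2 at 5 mM it was 11394. The lower peaks depended on single libraries. The fits without replicate 1, 2 or 3 at 25 mM had 17, 4 or 8 lower peaks, and that without replicate 3 at 5 mM had 581.

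For H3K27Ac, 0 peaks passed the same test, with a smallest adjusted p of 0.125, while 31013 peaks had an unadjusted p under 0.05, 29671 of them higher at 25 mM. The median log2 fold change was 0.58. With peaks under a mean RPKM of 1 left out, 24698 peaks passed, 24579 of them higher, and voom on the recovered reads gave 22952. Both of these fits took the variance from the peaks as a whole and gave no weight to a peak's own spread between replicates. The planned fit also called 0 of 200 simulated changes, but there only those peaks changed. For H3K18La the same fit called 0 of 200 simulated changes and 18390 real peaks, so the simulation does not give the power here. As the H3K27Ac count went from 0 to 24698 with weak peaks left out, the count of 0 does not measure how many peaks changed. A direct test of whether the glucose change differed between marks gave 0 peaks, with 5182 (4.79%) at an unadjusted p under 0.05, and stayed at 0 under each alternative that was run.

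Signal near transcription start sites was compared within libraries. The mean log2(RPKM + 0.5) of promoter peaks exceeded that of other peaks by 0.08 ± 0.07 (SD, n = 3) for H3K18La at 5 mM and by 0.22 ± 0.20 (SD, n = 3) at 25 mM. That difference of 0.15 was within the spread between replicates (exact permutation p = 0.4, adjusted 0.4), and it became -0.01 when peaks under a mean RPKM of 1 were left out. Without the first library at 25 mM it was 0.03. For H3K27Ac the contrast was 0.88 ± 0.07 (SD, n = 2) at 5 mM and 1.42 ± 0.24 (SD, n = 2) at 25 mM, a difference of 0.54 (exact permutation p = 0.333, adjusted 0.4).

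The distance between libraries of different glucose level was 1.35 times that between libraries of the same level for H3K18La (exact one-sided permutation p = 0.1, adjusted 0.3) and 1.46 times for H3K27Ac (exact one-sided permutation p = 0.333, adjusted 0.4). Neither design could reach 0.05. Across peaks, which are not independent replicates, the log2 fold changes of the marks correlated with a Pearson r of 0.43 and a Spearman coefficient of 0.44, and 67.4% of peaks rose in both. As 82.0% rose in H3K18La and 78.1% in H3K27Ac, 64.0% would rise in both if the marks changed independently.

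Gene lists were compared with all other promoters of the same libraries. The median H3K18La log2 fold change over 14562 promoters was 0.88. The phototransduction list (22 of 24 genes matched) had a median of 2.06 (camera adjusted p = 4.70e-12) and the genes named by the study a median of 2.64 (camera adjusted p = 2.85e-06). The glycolysis and lactate list had a median of 1.25 and the glucose-sensing list (16 of 20 matched) a median of 1.13, each with a camera adjusted p of 0.0298. Between 0 and 3 genes of a list had at most 3 reads in each H3K18La library at 5 mM. With such genes set against that 3-read floor, the H3K18La medians were 2.06, 2.59, 1.16 and 1.08 in that order, against 0.65 over all promoters. For H3K27Ac, against a promoter median of 1.16, the medians were 2.10 (adjusted p = 1.58e-08), 2.14 (3.02e-05), 1.52 (0.0298) and 1.25 (0.182) in the same order. With a correlation estimated from the data in place of the preset 0.01, no list passed for either mark, the adjusted p-values being 0.372 or more. Under fry, which asks whether a list changed at all, the 4 lists passed for H3K18La and none passed for H3K27Ac. Adjusted over the list alone, 22 of 22 phototransduction promoters passed for H3K18La, against 19 adjusted over all peaks. For the 9 genes named by the study the counts were 9 and 8. The study named them while comparing explant gene expression with explant H3K18La changes. The list was thus tied to H3K18La data from these conditions, and none of its results, here or below, is independent evidence. Adjusted over the list alone, 15 of 28 glycolysis and lactate promoters and 11 of 16 glucose-sensing promoters passed, against 8 and 6 over all peaks. For H3K27Ac the counts adjusted over the list alone were 22, 9, 16 and 11, and 0 passed over all peaks.

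Single promoters rested on few reads. Rorb, Bahcc1 and Gm38221 had the largest H3K18La rises at a pseudocount of 0.5, in an order that changed with the pseudocount and after thinning. Rorb (chromosome 19, 19000901 to 19001409, GRCm38) went from 0.505 ± 0.875 RPKM (SD, n = 3; 0 to 4 reads) to 10.9 ± 1.45 RPKM (SD, n = 3; 10 to 21 reads), with a log2 fold change of 3.83 (SE 0.57, limma adjusted p = 0.00827). Bahcc1 (chromosome 11, 120232648 to 120232967) had 0 reads in each library at 5 mM and 4 to 8 at 25 mM. Its mean at 25 mM was 1.53-fold higher than the 3-read floor. Gm38221 (chromosome 2, 148891007 to 148891555) rose by 3.71 (SE 0.63, limma adjusted p = 0.0120), and its adjusted p was 0.0675 without the second library at 25 mM. The promoters with the largest falls at this pseudocount were Lhx3, Gm47389 and Gm9560. None of the 3 passed when any 1 of the 25 mM libraries was left out (limma adjusted p from 0.0714 to 0.123), and Lhx3 also did not pass without the second library at 5 mM (0.0638). They held at most 7 reads in a library at 5 mM and 0 reads at 25 mM. No fall beyond the 3-read floor could be measured apart from Lhx3, whose floor at 25 mM was 1.05-fold lower than its mean at 5 mM.

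Other promoters were fixed before the data were examined. Ldha (chromosome 7, 46844959 to 46847151) rose by 2.19 in H3K18La (SE 0.51, limma adjusted p = 0.0318). It did not pass in any of the 6 fits that each left out 1 library (limma adjusted p from 0.0555 to 0.0895), nor with centring on the median of all peaks (0.101) or after thinning to equal depth (0.205), and its adjusted p ranged from 4.04e-06 to 0.545 over the alternatives. Its H3K27Ac signal was 5.77 ± 3.68 RPKM (SD, n = 2) at 5 mM and 30.3 ± 15.0 RPKM (SD, n = 2) at 25 mM, a log2 fold change of 2.34 (SE 0.61, limma adjusted p = 0.125). Aldoa (chromosome 7, 126808675 to 126809380) held at most 2 reads per library at 5 mM. Its mean at 25 mM was 1.82-fold higher than 3 reads in each 5 mM library would give. Its adjusted p was between 0.0307 and 0.106 in those 6 fits and passed in 2, which left out the third library at either glucose level. Of the 9 genes named by the study, Impg2 did not pass for H3K18La (log2 fold change 2.59, SE 0.93, limma adjusted p = 0.107), with 0 to 7 reads at 5 mM. Impg2 passed under 7 alternatives, among them leaving out peaks under a mean RPKM of 1 (limma adjusted p = 0.0210) and voom (0.000163). It passed in none of the 6 fits that left out 1 library (limma adjusted p from 0.0678 to 0.272). The others, Neurod1, Casz1, Crxos, Impg1, Gucy2f, Mpp4, Arl6 and Rp1, passed with log2 fold changes from 1.67 to 3.18. Arl6 did not pass in any of the 6 fits that left out 1 library (limma adjusted p from 0.0537 to 0.112). Gucy2f passed only without the third library at 25 mM (0.0370, otherwise 0.0594 to 0.136) and Rp1 only without the first at 5 mM (0.0358, otherwise 0.0653 to 0.118). Casz1 and Crxos did not pass without the second library at 5 mM (0.0600 and 0.0633) or at 25 mM (0.0649 and 0.0698). Neurod1, Impg1 and Mpp4 passed in all 6. With quantile normalization or scaling to reads in peaks, no named H3K18La promoter passed. Rp1 held at most 3 reads per library at 5 mM. Its mean at 25 mM was 4.24-fold higher than 3 reads in each 5 mM library would give. None of these promoters passed for H3K27Ac in the planned fit.

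**Figure D3:**
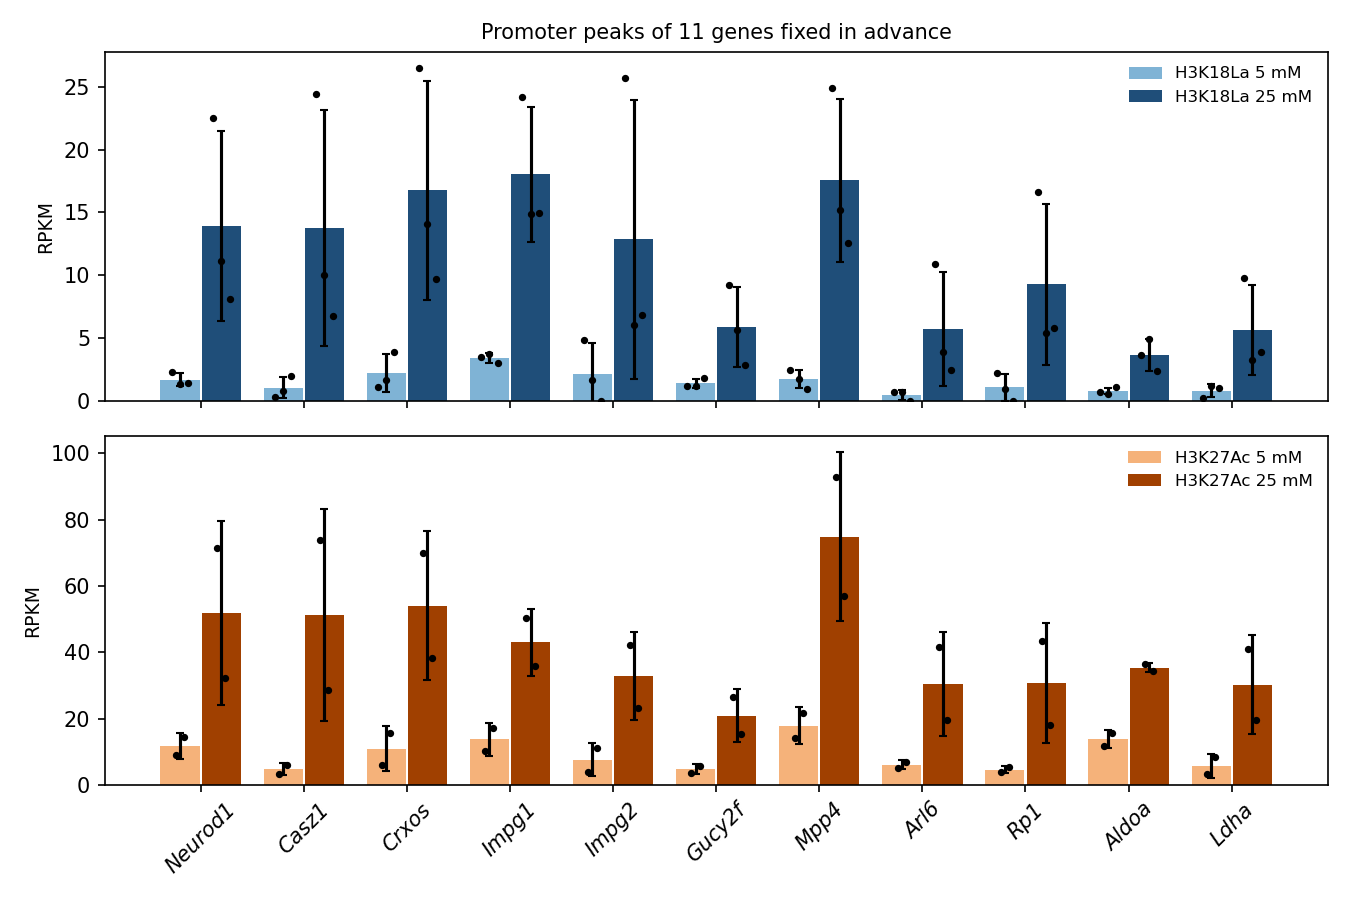
RPKM at the promoter peaks of 11 genes fixed before the data were examined, for H3K18La (top) and H3K27Ac (bottom). Bars are means, error bars SD and points single libraries; means at 25 mM lie above those at 5 mM for each gene, and replicate 1 at 25 mM is the highest H3K18La library at each promoter shown except Aldoa.

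In the authors' deposited table for H3K18La, 30610 of 49978 peaks passed an adjusted p of 0.05, all higher at 25 mM, and 6121 of them were promoters. The lowest mean RPKM at 25 mM among the tested peaks was 1.03, and 58275 peaks were not tested. Peaks with 0 reads at 25 mM were thus absent, so the lack of lower peaks and the median fold change hold for the tested peaks only. The log2 fold changes in the authors' deposited table had a median of 1.47, against 1.31 over the same peaks here, and correlated with those from the RPKM values across the same peaks (Pearson r = 0.87, Spearman coefficient = 0.89), from the same libraries. Of the peaks that passed in the authors' deposited table, 17373 also passed here.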

Values the study reported

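The study described 108,253 merged consensus peaks from its developmental series. In explants it reported 24,921 H3K27Ac peaks at 5 mM glucose and 17,273 at 25 mM, and H3K18La peaks at 27,663 genes at 5 mM and 27,183 genes at 25 mM. It described that change in gene number as small. The number of H3K18La peaks, in total and in promoters, was reported as higher at 25 mM than at 5 mM.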

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

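The count of H3K18La peaks past the threshold moved from 18390 to 4396 with centring on the median of all peaks, to 0 with quantile normalization and to 0 with scaling to reads in peaks. The split of 4193 higher and 203 lower under median centring compares with 18230 and 160. Centring on the median of all peaks shifted the median log2 fold change by -0.63, and scaling to reads in peaks by -0.83. Centring on the weakest decile instead gave 18841 peaks, 18740 higher and 101 lower, and shifted the median by 0.03. The count moved to 5175 at a threshold of 0.01, to 27956 with voom on recovered reads, and to 9087 with reads thinned to equal depth. Adjusted over promoter peaks alone, 2915 promoter peaks passed, against 2914 adjusted over all peaks. The count over all peaks ranged from 6322 to 16583 across the 6 fits that each left out one replicate. With 5 mM replicates 2 and 3 counted as 1 sample it was 17301. Thinning, scaling to reads in peaks and that averaging were chosen after seeing the data.

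The H3K27Ac count moved from 0 to 24698 among peaks with a mean RPKM of at least 1, to 22952 with voom, to 20699 with centring on the weakest decile, to 17988 with robust moderation and to 10763 with the GC trend removed. In the planned fit the prior degrees of freedom were 2.82, and simulated changes were not called by that fit. The prior degrees of freedom were infinite with voom and with the minimum mean RPKM. A peak's own spread between replicates thus did not enter those tests. With robust moderation the prior degrees of freedom were 20.7. No H3K27Ac count was made without a library, since 1 library would remain in an arm.

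Within a mark, same-numbered libraries did not deviate together (correlations from -0.004 to 0.02), so the replicate number was not taken as a pairing. Deviations shared between marks were not tested, and they would bear on the glucose by mark comparison. At 25 mM the promoter contrast was higher in replicate 1 than in replicate 2 for H3K18La (0.46 and 0.11) and H3K27Ac (1.59 and 1.25). At 5 mM the order differed between the marks (0.14 and 0.006 for H3K18La, 0.83 and 0.93 for H3K27Ac). With the replicate block, the H3K18La count was 11183, of which 7 were lower, and 18261 together with the GC correction. The H3K27Ac count was 0 with the block and 8872 with the block and the GC correction. With the block, the adjusted p was 0.0507 for glucose sensing in H3K18La and 0.235 for glycolysis and lactate in H3K27Ac.

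With an estimated correlation, the adjusted p of the lists was 0.372 for study genes and phototransduction and 0.490 for glycolysis and glucose sensing in H3K18La, and 0.490, 0.490 and 0.727 for study genes, phototransduction and glycolysis in H3K27Ac. Under fry those 3 H3K27Ac lists had 0.0667. Across the fits that each left out one H3K18La replicate, the adjusted p ranged from 0.0156 to 0.0917 for glycolysis and lactate, from 0.0152 to 0.0703 for glucose sensing, from 8.46e-07 to 0.000141 for study genes and from 1.10e-12 to 9.47e-09 for phototransduction.

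The H3K18La promoter contrast reversed to -0.00626 with a mean RPKM of at least 1, and ranged from 0.03 to 0.21 without one replicate. The median log2 fold change was 1.18, 0.56 and 1.10 for H3K18La with pseudocounts 0.1 and 1 and a mean RPKM of at least 1. For H3K27Ac it was 0.80 and 0.84 with pseudocount 0.1 and that minimum, and 0.44 to 0.75 without one replicate. The correlation of fold changes between marks was 0.51 with pseudocount 1 and 0.35 with a mean RPKM of at least 1, and 0.35 to 0.44 without one replicate. The H3K27Ac separation ranged from 1.19 to 1.98 without one replicate. In the authors' deposited comparison, 6121 of the 9672 promoter peaks tested passed an adjusted p of 0.05. The H3K27Ac change at Aldoa reversed to -0.20 with quantile normalization. Over all named H3K18La promoters and these alternatives, 98 values were no longer past the threshold and 7 newly passed, each of them at Impg2. Over the named H3K27Ac promoters, 56 newly passed. Apart from the scalings and peak filters, the cause of these moves was not tested.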

Other observations

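The tests of the single scale factor, of the share of rods and of added changes were chosen after the results they bear on were seen. The broad H3K18La rise at 25 mM stayed after thinning to equal RPKM denominators (median log2 fold change 0.75, 5 draws). Thinning keeps the expected RPKM, so this argues only against unequal counting noise as the cause and tests no other effect of depth. With the GC trend removed 20909 peaks passed. The median log2 fold changes of the rod, cone and Müller glia marker lists were 2.47, 1.07 and 0.84, against 0.88 over all promoters. The Müller glia list had a lower quartile of -0.11. As most promoters rose, a list above 0 does not exclude a change in cell composition. Of the other lists, only 7 of 10 bipolar, 6 of 10 amacrine, 6 of 10 ganglion and 1 of 12 microglia markers were matched, too few for a check, with medians of 0.48, 0.54, 0.42 and 1.03. One factor per library is excluded because the ratio of pooled reads was at least 3.098 times larger in the strongest decile than in the weakest. What stays open is a change in cell composition and a difference in background. Libraries at 25 mM were diluted with reads spread evenly over the genome until their share of reads in peaks equalled that at 5 mM. Between these and the real 5 mM libraries, 0 peaks passed among those with a mean RPKM of at least 1 in the median of 5 draws, and 5.57% of all peaks had an unadjusted p under 0.05 in the median draw, against 31.7% before dilution. When 200 changes of 4-fold were added to the diluted reads, the test called 5.5% of them in the median draw, so the count of 0 says little about single peaks. Of the added changes, 53.5% had an unadjusted p under 0.05. A higher ratio of specific signal to background at 25 mM thus stays open as an explanation. A technical difference in background and a gain of the modification over its usual sites would both give this, and they cannot be told apart because no measurement in the files used here separates them. The study's immunoblots of explants showed more H3K18La with glucose and no significant change in H3K27Ac. Here the share of reads in peaks rose for both marks, by ratios of 2.74 and 2.39. The blots measured total histone modification and not background in these libraries, so they do not settle the question.

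Of the 10 splits of the 6 H3K18La libraries, 1 gave as many peaks past the threshold, the real one. For study genes, phototransduction, and glycolysis and lactate, 1 of the 10 splits gave a camera p as small, again the real one. For glucose sensing, 2 of the 10 did. At the preset correlation, some wrong splits also gave a camera p under 0.05. The smallest was 0.00135 for phototransduction and 0.00244 for study genes, against 5.88e-13 and 1.07e-06 for the real split. With 10 splits a share under 0.1 cannot occur.

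Phototransduction promoters rose more than promoters of matched strength. Their median lay above 99.8% of 10000 random lists for H3K18La and above 100% for H3K27Ac. Between diluted 25 mM and real 5 mM libraries the median H3K18La log2 fold change of the list fell from 2.06 to between 0.47 and 0.52 over 5 draws, while that of all promoters fell from 0.88 to -0.01, so even dilution would account for a large part of the excess. The median camera p was still 1.12e-07, which argues against even dilution as the whole of it. This rests on the preset correlation, since with one estimated from the data the list did not pass in the undiluted libraries (adjusted p = 0.372). The genes named by the study had medians between 0.95 and 1.29 after dilution (camera p from 3.01e-09 to 8.98e-08), against 2.64 before, and that list is not independent evidence. A larger share of rods at 25 mM may contribute. The cone list differed from the Müller glia list by 0.23 for H3K18La and -0.12 for H3K27Ac. Both lists would move alike under a change in the share of rods and under a change within rods, so this comparison decides nothing, and the 2 explanations cannot be told apart here. Of the 10 rod markers, 5 are also in the phototransduction list.

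H3K18La libraries correlated with H3K27Ac libraries across peaks at 0.64 ± 0.02 (SD, n = 3) at 25 mM and 0.44 ± 0.06 (SD, n = 3) at 5 mM. The gap of 0.20 became 0.13 after thinning to equal reads in peaks. Diluted 25 mM libraries correlated at 0.50 with H3K27Ac, within 1 SD of the 5 mM libraries, in line with the background difference.

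The absence of H3K27Ac calls is consistent with the low power of the planned fit. H3K18La tested on 2 against 2 libraries gave a median of 0 peaks over 9 choices of libraries, of which 8 gave 0 and 1 gave 7749. The threshold is also reached at this size once weak peaks are set aside, since leaving out weak peaks gave 24698 H3K27Ac peaks.

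The number of peaks here equals that of the developmental set quoted from the study above, so explant signal was measured over regions called elsewhere.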
